A study of Drosophila melanogaster with 4 samples. Its data were reported in "Promoter-proximal pausing mediated by the exon junction complex regulates splicing" (2019).

How the data were processed

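PolyA RNA from Drosophila S2R+ cells, a cultured line of embryonic origin, was sequenced after treatment with double-stranded RNA against Barentsz (Btz) or against LacZ, a bacterial gene that serves as the control. The data comprise 4 samples, 2 in each group, named here Btz_KD and control_KD with the replicate number of the sample title.

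Per the labels and the study's methods, the authors aligned paired-end reads to the fly genome with STAR and deposited raw counts of reads per gene, made with htseq-count. The deposited counts are whole numbers, were not normalized, and hold 1 value for each of 17559 gene identifiers. Each file also carries summary lines for uniquely aligned reads matched to no annotated feature, for ambiguous reads and for alignments to several places. Reads that align to several places were not counted for any gene, so genes with near-identical copies can be underestimated. Paired-end reads carried no molecular identifiers, so intervals and detection floors given here cover counting error only.

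Groups were taken from the sample titles and each file's sample from the repository's record. The names of the deposited files give the opposite groups, so the files whose names point to a control belong to samples titled as Btz knockdowns and the reverse. The library names in the descriptions of both Btz samples match the names of the files attached to the control samples, not of their own files. The library names in the descriptions of the control samples match no file name here and belong to another series than those of the Btz samples. If the file names were right, the log2 fold change of every gene below would keep its size and change sign. The set of expressed genes, defined below from the control_KD samples, would change. Medians and correlations over that set could therefore also change in size.

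The counts were tested with the Wald test of DESeq2 1.42.0 in R 4.3.3, with its size factors, no covariate and no shrinkage. The log2 fold change is Btz_KD over control_KD. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.3, as in the study. All 12583 genes with a count entered the fit, and 10145 of them kept an adjusted p after independent filtering. The same model was also fitted with the replicate number as a block. Gene symbols, coordinates, transcript lengths and introns came from an Ensembl annotation of the BDGP6 genome, which holds a gene model for 17253 (98.3%) of the gene identifiers. The count files hold no coordinates.

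Genes named in the text followed a rule fixed before the data were examined. The rule took a list of exon junction complex genes and of genes the study discusses, then the 5 largest rises and the 5 largest falls in log2 fold change among called genes with a mean normalized count of at least 50 and the same direction in all 4 pairings of a Btz_KD with a control_KD sample. Expressed genes were those above 1 RPKM in the mean of the control_KD samples, with RPKM computed here from the counts. Expressed genes were grouped by their largest intron into 5 classes, and each class was tested against the other genes with camera of limma 3.58.1. Single-sample contrasts were computed on normalized counts plus 0.5.

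Alternatives fixed before the data were examined were the quasi-likelihood test of edgeR 4.0.16 with TMM factors on all genes with a count, TMM factors in DESeq2, a minimum of 10 counts in every sample, no independent filtering, a normal prior on log2 fold changes, an adjusted p under 0.05 with no fold change limit, the fold change limit inside the test, the replicate block, and for single values leaving out each sample in turn. Total-count scaling and the filterByExpr filter of edgeR were added after the data were examined. The filter was chosen after edgeR had been run on these data with 3 filters and the number of called genes under each had been seen.

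The tests were checked on simulated counts for the real genes, means and library sizes, with 200 genes changed by 1 on the log2 scale. The simulation was revised after its first version, in which a dispersion of 0.01 was used and edgeR on all genes with a count recovered 0 of the 200 genes while DESeq2 recovered 170. All versions are given here. At a dispersion of 0.00107, the common dispersion edgeR estimated from these data, DESeq2 recovered 183 genes, edgeR on all genes 171 and edgeR after filterByExpr 198. At 0.00638, the median DESeq2 dispersion of these data, the numbers were 177, 112 and 193. At 0.01 edgeR after filterByExpr recovered 191. False calls among the 12383 unchanged genes numbered at most 2 in each of these runs. Each run changed the 200 genes equally in both directions and used 1 dispersion for all genes and both groups. In the data 62.5% of tested genes were called and the groups differed in replicate spread. The simulation therefore does not test scaling or error control under so wide a difference.

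Total counts assigned to genes ranged from 11539343 to 13439798 per sample. A gene with 3 counts stands at 0.223 to 0.26 CPM in these samples (CPM, the count scaled to the same total in every library), which is the smallest level the depth can show. GC content was not analysed here. With 2 samples per group no permutation of the sample labels can reach a small p, so the p-values given rest on the models fitted across genes.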

Results

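To ask how depletion of Btz, the cytoplasmic subunit of the exon junction complex (EJC), changes mRNA levels, polyA RNA was counted per gene in 2 Btz_KD and 2 control_KD samples of S2R+ cells. Counts assigned to genes numbered 13439798 and 13129646 in Btz_KD replicates 1 and 2. They numbered 11539343 and 11728861 in control_KD replicates 1 and 2. A count was found for 12583 of the 17559 genes. The sample titles, which give the groups used here, and the names of the deposited files put the samples in opposite groups.

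Replicates were compared before they were averaged. Over genes with a mean of at least 10 counts, the chi-square statistic per degree of freedom was 1.14 between the Btz_KD samples and 9.50 between the control_KD samples, where 1 is counting error alone. The Btz_KD samples therefore differed by little more than counting error, and their spread is the smaller of the groups. The study states that replicates were biological, but this spread leaves little room for variation between cultures. SDs over the Btz_KD samples may therefore understate such variation. DESeq2 fits 1 dispersion per gene to both groups, so its p-values pool unequal spreads. Pearson's r of log2 normalized counts across 6914 genes with a mean normalized count of at least 50 was 0.994 and 0.996 within the groups. Between the groups it lay from 0.451 to 0.457 over the 4 pairings. Genes are not independent replicates, and these values describe the libraries. The first principal component, which separated the groups, held 99.1% of the variance.

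The abundant genes also differed between the groups. Ribosomal protein genes took 16.6% ± 0.0911 (SD, n = 2) of the assigned counts in Btz_KD and 37.4% ± 0.566 (SD, n = 2) in control_KD. The library names in the descriptions differ between the groups, but for none of the 4 samples does that name appear in its own file's name. The names in the Btz_KD descriptions appear in the names of the files attached to the control_KD samples. No description name matches the files attached to the Btz_KD samples, so the series of those files is not shown. The study states that control and knockdown cells were handled together as a single cohort. The titles of both control_KD samples begin with B_, and those of both Btz_KD samples do not. The study's sample list also holds polyA control samples without this prefix, and its meaning is not stated. If the prefix marks a batch, batch and group coincide, so no relation could be recomputed within batches.

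The targeted gene was examined first. btz (FBgn0045862) lies on chromosome 3R from 27700361 to 27703445 on the plus strand and codes for protein. Its normalized count was 214 and 216 in Btz_KD replicates 1 and 2, from 262 and 257 raw counts. It was 868 and 927 in control_KD replicates 1 and 2, from 711 and 787 raw counts. The means were 215 ± 1.43 (SD, n = 2) and 898 ± 41.6 (SD, n = 2). The log2 fold change was -2.06 (SE 0.136, DESeq2 adjusted p = 7.06e-51). With the replicate block, which takes the pairing from the labels, it was -2.06 (SE 0.183, adjusted p = 1.09e-28). The alternative that moved it most was total-count scaling, under which it was -1.72. Other genes of similar abundance fell as much: among 1877 genes with a mean normalized count within 1.5-fold of that of btz, 10.1% fell by at least as much. Few genes of similar abundance and length did so. Of the 725 among them whose longest transcript was also within 1.5-fold of the 3021 bp of btz, 9 (1.24%) fell by at least as much, and the median log2 fold change of the 725 was 0.78.

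The other EJC genes changed by similar amounts. The log2 fold change of mago (FBgn0002736, chromosome 2R, 21128577 to 21129737) was -1.72 (SE 0.0971, adjusted p = 1.73e-69). That of tsu (FBgn0033378, chromosome 2R, 9110799 to 9111578) was -2.34 (SE 0.0798, adjusted p = 9.58e-188). CG7483 (FBgn0037573, chromosome 3R, 8313208 to 8314864), which codes for eIF4AIII, had a log2 fold change of -1.78 (SE 0.0905, adjusted p = 1.1e-84). RnpS1 (FBgn0037707, chromosome 3R, 9552034 to 9553747) had -1.85 (SE 0.100, adjusted p = 1.43e-75). Acn (FBgn0263198, chromosome 2L, 19045355 to 19048817) rose, with a log2 fold change of 1.56 (SE 0.101, adjusted p = 8.66e-53). The fall of btz thus lay within the range of the falls of mago, tsu, CG7483 and RnpS1, whose longest transcripts are shorter, at 1103, 691, 1481 and 1370 bp.

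**Figure D1:**
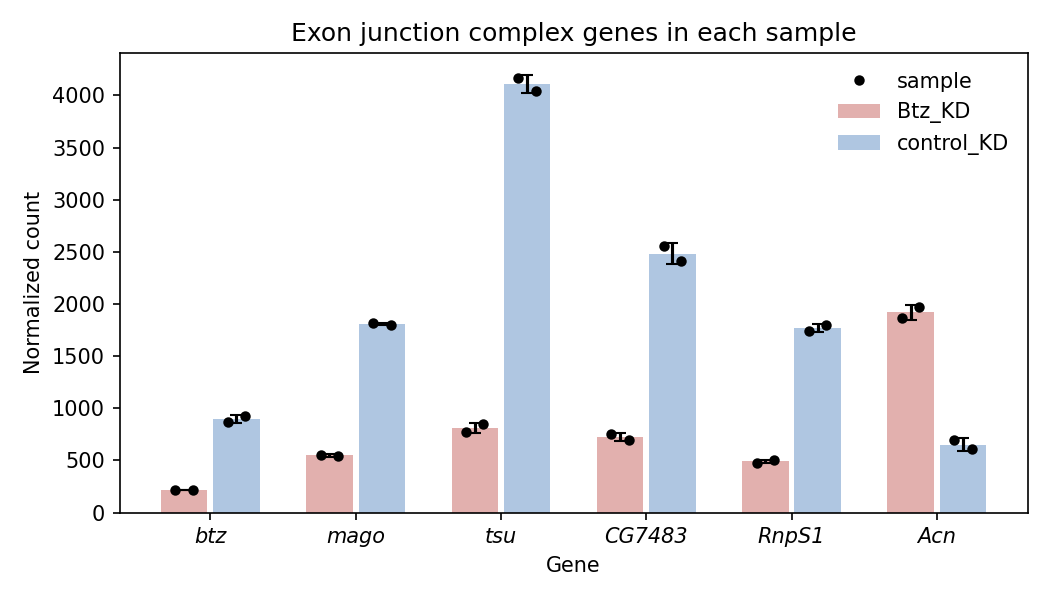
Normalized count (vertical axis) of 6 EJC genes (horizontal axis) in each sample. Bars are group means, error bars are SD over 2 samples and points are samples; btz averaged 215 in Btz_KD and 898 in control_KD, and mago, tsu, CG7483 and RnpS1 were also lower in Btz_KD while Acn was higher.

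Most tested genes differed between the groups. DESeq2 called 6345 genes, 62.5% of the 10145 with an adjusted p. Of these, 3237 were higher and 3108 lower in Btz_KD. At least 4-fold changes were found for 2747 of them, and the median absolute log2 fold change of called genes was 1.77. All 6345 changed in the same direction in all 4 pairings of samples. The setting that moved the total most was the fold change limit inside the test, under which 5302 genes were called.

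The replicate block gave 5749 genes, of which 2938 were higher and 2811 lower in Btz_KD, and 5747 of them were among the 6345. The pairing is taken from the labels. Across genes, the deviations of same-numbered samples from their group means had a Pearson correlation of 0.00136, so the replicate numbers paired no shared deviation.

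**Figure D2:**
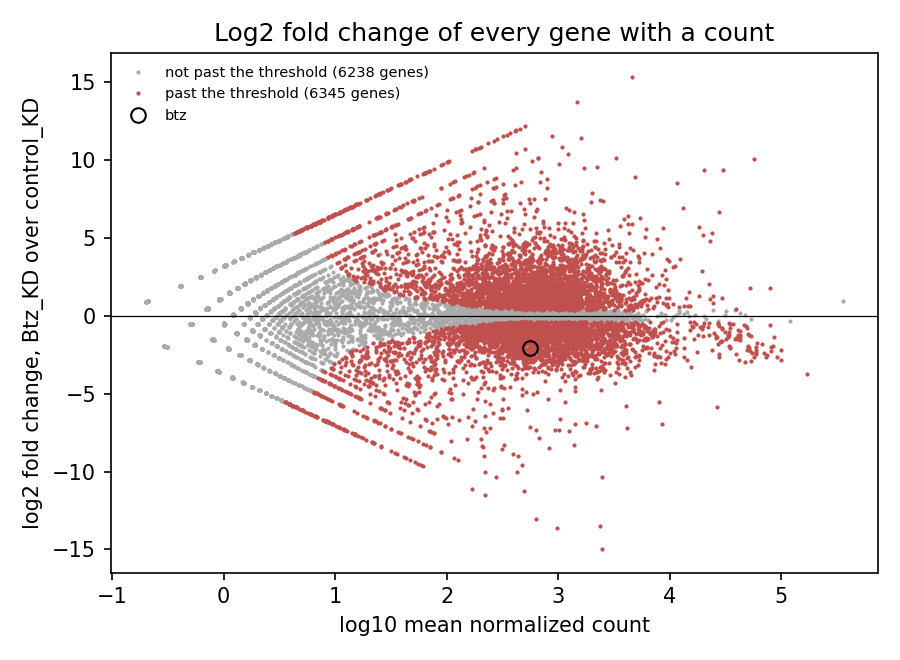
Log2 fold change of Btz_KD over control_KD (vertical axis) against log10 of the mean normalized count (horizontal axis), with 1 point for each of 12583 genes. The 6345 genes past the threshold are red and btz, at -2.06, is circled; genes past the threshold lie on both sides of 0.

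The largest changes were between presence and absence. The 5 largest rises were FBgn0261362, for which no gene model was matched, eater, Ser, LManI and NimC1. Each had 0 counts in both control_KD samples. FBgn0261362 had a mean normalized count of 9160 ± 13.4 (SD, n = 2) in Btz_KD, and NimC1, the lowest of these, 845 ± 12.2 (SD, n = 2). Their log2 fold changes lay from 11.90 to 15.34 with standard errors of 1.44 to 1.45, and the size of such a value is set by the absence of counts in 1 group. The 5 largest falls were HGTX, Nazo, Mf, CG15478 and CG13634, with log2 fold changes from -14.97 to -11.51. HGTX had 0 counts in both Btz_KD samples and a mean normalized count of 4890 ± 37.7 (SD, n = 2) in control_KD. Mf had 1 count in Btz_KD replicate 1 and 0 in replicate 2. In all, 171 genes stood above 10 CPM in both Btz_KD samples and below 1 CPM in both control_KD samples, and 63 genes the reverse.

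Of the remaining genes on the list fixed before the data were examined, rl, which encodes MAPK, had a log2 fold change of -0.94 (SE 0.106, adjusted p = 3.11e-18), and CycT had 4.10 (SE 0.126, adjusted p = 8.27e-230). Cdk9 had 0.47 (SE 0.187, adjusted p = 0.0192) and Cdk12 -0.12 (SE 0.0999, adjusted p = 0.281), and neither passed the threshold. The sign of the Cdk12 value was not stable, since it was 0.22 under total-count scaling.

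The study separates genes by the size of their largest intron to ask whether long-intron genes respond differently. Among 6844 expressed genes, the median log2 fold change rose with intron size. It was -1.35 for 847 genes with no intron, -0.59 for 3546 genes with a largest intron up to 0.5 kb, 0.26 for 1109 genes from 0.5 to 2 kb, 0.69 for 923 genes from 2 to 10 kb and 1.02 for 419 genes above 10 kb. Camera of limma gave an adjusted p = 7.13e-10 for the class above 10 kb, which shifted up, and an adjusted p = 8.23e-07 for the intronless class, which shifted down. The class above 10 kb exceeded the intronless class by 2.36. This difference lay from 2.27 to 2.35 in the 4 single-sample pairings between groups, against 0.00101 between the Btz_KD replicates and 0.0219 between the control_KD replicates. With the replicate block, paired by the labels, it was 2.39, with a camera adjusted p = 7.29e-10 for the class above 10 kb. The check of the pairing gave a correlation of 0.00136. The setting that moved the difference most was the restriction to called genes, which gave 3.10.

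Transcript length differed between these classes and was related to the log2 fold change. Across the 6844 expressed genes, Spearman's rho between the length of the longest transcript and the log2 fold change was 0.677, and Pearson's r with log2 length was 0.584. The median log2 fold change was -1.62 in the shortest, -0.32 in the middle and 1.10 in the longest tertile of length. Within these tertiles, the class above 10 kb differed from the intronless class by -0.57, -0.29 and 0.67. From the shortest to the longest, the tertiles held 12, 49 and 358 genes with an intron above 10 kb.

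**Figure D3:**
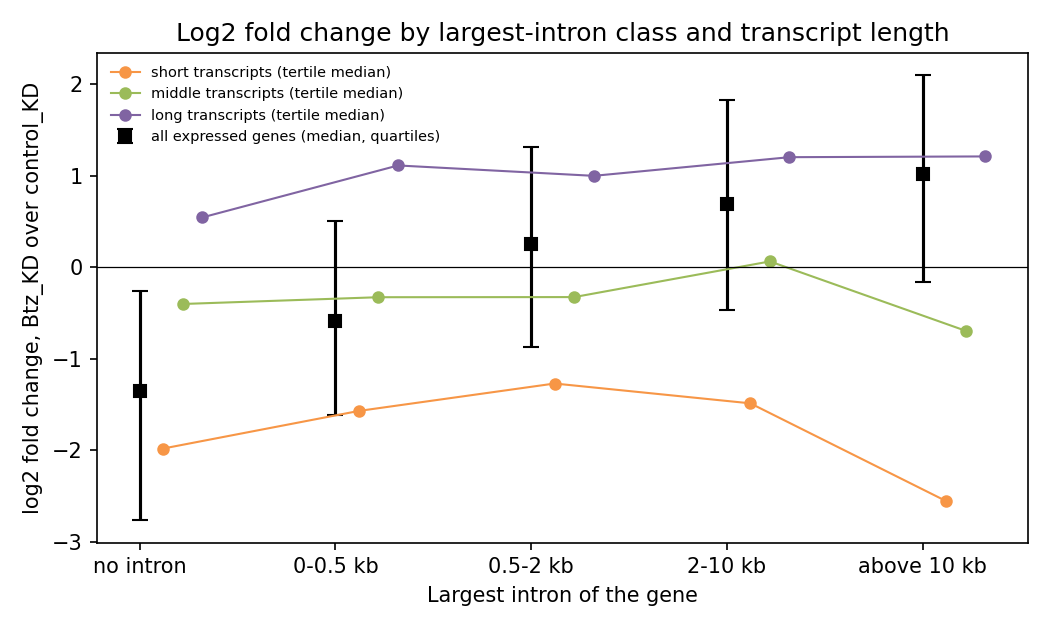
Median log2 fold change of Btz_KD over control_KD (vertical axis) by largest-intron class (horizontal axis), for all expressed genes (squares, with quartiles) and within tertiles of transcript length (circles). The squares rise from -1.35 to 1.02, while the circles are set apart by length and the tertiles give differences between the outer classes of -0.57, -0.29 and 0.67.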

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

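The test of this part was chosen after the result was seen. Reads matched to no annotated feature, which enter no comparison above, were more frequent in Btz_KD than in the control samples. The study's methods do not state which feature type was counted, so reads in introns may be included. All reads of this class made up 2.89% ± 0.033 (SD, n = 2) of the uniquely aligned reads in Btz_KD and 1.64% ± 0.117 (SD, n = 2) in control_KD. The single values were 2.91% (95% Wilson interval 2.90 to 2.92) and 2.87% (2.86 to 2.87) in Btz_KD replicates 1 and 2, and 1.73% (1.72 to 1.73) and 1.56% (1.55 to 1.57) in control_KD replicates 1 and 2. A difference between library or sequencing batches would also show in the other summary lines. All 3 summary measures, which are this share, the share of ambiguous reads and the number of alignments to several places as a percentage of uniquely aligned reads, separated the groups. The last was 15.8% ± 0.0215 (SD, n = 2) in Btz_KD and 21.2% ± 1.48 (SD, n = 2) in control_KD. The title prefix B_, carried by both control_KD samples and by neither Btz_KD sample, may mark a separate batch. A batch difference therefore cannot be ruled out, and the difference between the groups cannot be assigned to the depletion of Btz.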

How the results depend on the processing

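The number of called genes and its parts by direction stayed within 1.5 times of the values reported in all 10 settings tried, with totals from 5302 to 7100. Leaving out a sample leaves 1 sample in a group, so no calls were made in those fits. None of the 6345 called genes changed sign in any of the 4 fits. Of the edgeR settings, all genes with a count gave 6618 and filterByExpr, chosen after seeing the data, gave 6788. Total-count scaling, also added after the data were examined, gave 3810 higher and 2556 lower genes.

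The btz log2 fold change stayed negative and past the threshold in the 7 settings with a test. It lay from -2.15 to -2.01 across the 4 fits that each left out one replicate. The difference between the intron classes kept its direction and its side of the threshold in the 8 settings with a test, and lay from 2.35 to 2.37 across the 4 fits that each left out one replicate.

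Of the 20 named genes, 18 passed the threshold as reported and 9 with a minimum of 10 counts in every sample, because the 10 genes chosen for the largest changes have almost no counts in 1 group and leave the test under that filter. Cdk9 passed the threshold in 4 of the settings. Total-count scaling reversed Cdk12, to 0.22. It moved the log2 fold changes of all 20 named genes up by 0.34, the difference between the scaling factors, so the reversal is that shift and nothing particular to Cdk12. Among the 199 comparisons of the 19 named genes other than btz with an alternative, 156 kept their side of the threshold or moved by less than the spread between replicates, 38 moved by more than the spread between replicates on leaving out a sample, 4 became stronger and 1 was reversed.

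The depth of 11539343 counts in the shallowest sample puts 3 counts at 0.26 CPM, so genes with 0 counts are only known to lie below about that level.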

Other observations

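Tests on the cell population, on library batches, on chromosome 4, on genes matched to btz in expression or also in length, on the parts of the R squared due to length and to intron class, and on the rise of the log2 fold change with transcript length were chosen after the results were seen. The others, among them the R squared on length and intron class together and the tests of length and expression level behind the intron classes, were fixed before the data were examined.

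The titles and the file names disagree on the groups, and a further record sides with the file names. The library names in the descriptions of both samples titled Btz_KD appear in the names of the files attached to the samples titled control_KD, and in neither of their own. If the files had been attached to the opposite titles, btz would be higher in the samples titled Btz_KD. It was lower, with a log2 fold change of -2.06, which went against that explanation by the rule fixed before the data were examined. The rule did not foresee that most genes would differ. Among genes of similar abundance 10.1% fell by at least as much, but among genes of similar abundance and transcript length only 1.24% did, and those genes rose in the median. At its length btz stood apart, so transcript length and abundance do not readily account for its fall. Other differences between the samples were not matched. The log2 fold changes of mago, tsu, CG7483 and RnpS1, at -1.72, -2.34, -1.78 and -1.85, were similar, while that of Acn was 1.56. The level of btz thus goes with the titles, but other EJC genes fell alike. The names favour an exchange, and 1 gene does not settle the matter.

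Several explanations for the large number of called genes were tested. Library depth could be a cause if thinning every sample to the smallest total removed calls, but 6291 genes were then called. The largest total was only 1.16 times the smallest, so there was little depth to remove. Under TMM and total-count scaling at least 6366 were called. Without the 50 most abundant genes 6325 were called, but at most 50 calls could be lost in this way, so the test does not decide the part of abundant genes. Transcript length and intron class together gave an R squared of 0.324 for the log2 fold change over 6753 genes, below the 0.5 set in advance. The groups share 0 library name series in the descriptions. Those names match none of the samples' own files, so the descriptions neither show nor exclude a library or sequencing batch. The title prefix B_, carried by the control_KD samples only, separates the groups completely, so a batch stays a possible cause.

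A different cell population in the samples is another candidate explanation. Of 17 genes on a list of hemocyte (blood cell) markers, 7 (41.2%) stood above 10 CPM in both samples of Btz_KD and below 1 CPM in both of control_KD, against 1.31% of genes matched on mean count. The list was written after values of these genes had been looked at, and several were on it because they had been seen among the most changed genes. The comparison therefore cannot tell whether a cell population differs.

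The relation of the log2 fold change to transcript length was the broadest pattern found. Spearman's rho was 0.677 over expressed genes, 0.682 over 6753 genes with a mean normalized count of at least 50, 0.561 within 847 intronless genes and 0.477 within 419 genes with an intron above 10 kb. Without ribosomal protein genes rho was 0.676, but only 82 of the 6844 genes were removed, too few to move a rank correlation, so this does not decide their part. Between replicates of a group the largest rho over expressed genes was 0.0713. Between the control_KD replicates rho was 0.122 over genes with a mean normalized count of at least 50, and -0.153 within the intronless genes. A difference in RNA quality or library preparation between the groups may give such a relation. The batch of the counted libraries is not known, and the title prefix B_ coincides with the control_KD group. Such a difference therefore cannot be told apart from an effect of the knockdown.

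The difference between intron classes may follow from transcript length. In a linear model of the log2 fold change on intron class, adding log transcript length left a share of -0.111 of the difference between these classes, that is, a small difference of the opposite sign (-0.28). Over 6753 genes, length alone gave an R squared of 0.324 and intron class alone 0.0922, and intron class added 0.000343 to length. Length thus accounted for nearly all of the difference in these models. The longest of the 3 length tertiles did not follow this, and it held 358 of the 419 genes with an intron above 10 kb. There the difference kept its sign at 0.67, against 58 intronless genes. The median there was 0.545 with no intron. It was 1.11 up to 0.5 kb, 0.999 from 0.5 to 2 kb, 1.20 from 2 to 10 kb and 1.21 above 10 kb. The 0.67 thus lay mostly between genes without and with an intron, with little rise by intron size. The difference between the outer classes changed sign in the other 2 tertiles, which held 49 and 12 genes with an intron above 10 kb. The models and the tertiles thus do not settle whether length accounts for all of the difference between the outer classes. The difference kept its sign in all 3 tertiles of mean normalized count, at 1.12, 2.14 and 2.56 from the lowest to the highest. It was smaller in the lowest tertile, so its size varied with expression level, but expression level did not account for all of it. The study describes no strong loss of large-intron transcripts after Btz depletion, in contrast to depletion of the nuclear EJC core (Mago, Tsu and eIF4AIII). Here such genes were higher in Btz_KD by the titles, and would be lower by the file names. The study's supplement lists far fewer genes for its Btz comparison by intron class than the 6345 called or the 6844 expressed here. These comparisons may therefore not rest on the same genes or data.

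Chromosome 4 stood apart, with a median log2 fold change of 1.27 over 67 genes against -0.11 to 0.23 on the other chromosomes. It was 1.24 to 1.29 in the 4 pairings of samples. Random sets of genes from other chromosomes, matched on transcript length, intron class and mean count, reached 1.27 in 10.5% of 10000 draws. Transcript length, intron size and expression therefore may account for it.

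The log2 fold change also varied along the chromosomes. The SD of the medians of 330 windows of 20 neighbouring genes was 0.720, above the 0.474 to 0.599 of 1000 shuffles of gene order within chromosome arms. A copy-number difference between the cells of the groups may give this, and so may neighbouring genes of similar length or shared regulation, which the shuffles do not separate.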
